A study of Homo sapiens with 74 samples.

How the data were processed

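Gene expression was measured by RNA sequencing of bulk tumours grown from U-87 MG, an established human glioblastoma cell line, under the skin of the flank of nude mice. Per the labels' protocols, cells were injected and tumours of 50 to 90 cubic millimetres received 20 Gy of electrons. The dose was given at a conventional dose rate near 0.1 Gy per second (CONV) or at an ultra-high dose rate above 100 Gy per second (FLASH). Control tumours (No-RT) were not irradiated. Per the labels, each arm was run under hypoxia, physioxia or hyperoxia, and the samples' short names call these Clamp, Norm and Carbo. Clamp and Carbo were read as clamping and carbogen, which the labels do not spell out, and how long the conditions lasted was not stated. Total RNA with a quality number above 6.8 was made into stranded mRNA libraries and sequenced single end, per the labels' protocols.

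The authors deposited 2 tables of counts, 1 for tumours taken 24 h after irradiation and 1 for late tumours. The values were whole numbers whose totals differed between samples, so they were taken as raw read counts per gene under Entrez gene identifiers. The labels and the table headers did not state the aligner, the counting program, the genome build or any step that separates mouse from human reads. Mouse reads from host cells could therefore have been counted on human genes, and reads shared between near-identical genes could have been split in an unknown way. The labels' protocol gave 24 h after irradiation as the sampling time of every tumour, whereas the sample titles named late tumours and the series text placed these 1 week after recurrence. The late group was used as titled. When the untreated late tumours were taken was not stated.

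Samples were mapped to groups from their titles, giving 74 samples in 18 groups, and every table column was matched to 1 sample by the description in its labels. Of 28395 gene identifiers in each table, 27745 matched a symbol in a RefSeq gene table of the GRCh38.p14 assembly, which was used for names only. The 650 identifiers without a symbol held 0.019% to 0.057% of a library's counts. No gene coordinates were printed because the build was not stated. Library totals ran from 12862360 to 17076829 counts at 24 h, or 12.86 to 17.08 M, and from 11377163 to 19458908 counts in the late table, or 11.38 to 19.46 M. No pair of libraries within a group agreed within sampling noise in a chi-square comparison over genes.

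The 2 tables were fitted separately. In each, edgeR 4.0.16 in R 4.3.3 was run with all 9 groups in 1 model without covariates, with TMM normalization factors and the filterByExpr rule at its minimum count of 10. This left 14648 genes at 24 h and 14882 late. The two-sided quasi-likelihood F test was used for each contrast, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Each table had 13 contrasts. They compared FLASH with CONV, CONV with No-RT and FLASH with No-RT within each oxygen condition, the oxygen conditions within untreated tumours, and the difference between FLASH and CONV across oxygen conditions (an interaction). Counts per M counts of a library (CPM) used the normalized library sizes, and log2 CPM used a prior count of 2. Means are given with the SD over tumours, and log2 fold changes with the SE of the fit.

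Genes were named by a rule on adjusted p under 0.05, a mean count of at least 50, group ranges that did not overlap, and the largest rise and largest fall in a comparison, or the 2 largest of each where more than 100 genes qualified. A panel of 7 genes was named in addition, namely CDKN1A, MDM2 and GDF15 (p53 targets), CA9 and VEGFA (hypoxia-induced), and MKI67 and TOP2A (proliferation). The design, these rules, the panel and the alternatives were fixed before the data were examined, except where stated otherwise.

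Gene lists for p53 targets, hypoxia-induced genes, mitosis, DNA replication and interferon-stimulated genes were written from general knowledge and tested in 22 comparisons, which made 110 tests. The competitive camera test of limma 3.58.1 was used with a preset inter-gene correlation of 0.01, and its p-values were adjusted over all 110 tests. Alternatives were the self-contained rotation test fry and camera with an estimated correlation. A list score was the mean log2 CPM of the list's genes in 1 tumour relative to the mean of the untreated physioxia group. Scores were compared by an exact two-sided permutation test, which was added after the lists had been tested. Host marker lists for endothelial, myeloid, erythroid, skeletal muscle and keratinocyte cells were used to look for RNA of other cells.

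Alternatives changed 1 choice at a time. They were RLE normalization factors, no filter on low counts, only the groups compared in the fit, the replicate number as a factor beside group, the DESeq2 1.42.0 Wald test, and leaving out each tumour of the groups compared in turn. Gene lists were also scored with a prior count of 0.5. Other splits of the tumours into groups of the same sizes were refitted, at most 100 per comparison. Transcript length and GC content came from GENCODE 29 transcripts, which gave values for 97.3% of the tested genes in each table, and a spline of 4 degrees of freedom was fitted per sample to remove trends on them. Depth was equalized by thinning every library to the smallest total of its table. Both corrections were applied to each comparison as alternatives, chosen after the counts had been seen.

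The programs were tested on simulated data, drawn for the real genes from the real means, spreads and library sizes with 200 genes changed by 2 on the log2 scale. The quasi-likelihood test recovered 194 of 200 genes at 24 h with 8 other calls among 14503 tested, and 168 late with 11 other calls among 14693. With only the compared groups in the fit it recovered 191 among 13476 genes tested and 146 among 13595. Each gene was drawn independently of the others, and the changed genes had a mean count of at least 50. Shifts that many genes share between tumours were thus not simulated. These numbers therefore do not give the false calls or the recovery to expect in the real tables. The simulated spread was reset once, after a first version with an inflated spread had given low recovery in the late table. Single libraries held at least 11.38 M counts, and tumours within a group differed by more than sampling noise. For genes with few counts, counting error may still limit the precision, and it was not separated from the spread between tumours per gene. Reads carried no stated molecular identifiers, so they were not independent molecules.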

Results

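RNA was counted per gene in 74 tumours grown from U-87 MG, a human glioblastoma cell line, in the flank of nude mice. The tumours were irradiated with 20 Gy at an ultra-high dose rate (FLASH) or a conventional dose rate (CONV), or were left untreated (No-RT), under 3 oxygen conditions. At 24 h, each group held 4 tumours except CONV under physioxia, which held 3. In the late table the untreated groups held 4, 5 and 4 tumours under hypoxia, physioxia and hyperoxia. The late CONV groups held 5, 5 and 4 tumours and the late FLASH groups 3, 6 and 3. Libraries at 24 h held 12.86 to 17.08 M counts, with a median of 15.58 M. Late libraries held 11.38 to 19.46 M, with a median of 18.04 M. The smallest late library, CONV hypoxia replicate 4, was the only one of its group under 17.96 M. The late library FLASH hyperoxia replicate 3 had the lowest TMM factor of its table, 0.668, against at most 1.08 in the others. In all 51 within-group pairs at 24 h and all 69 late pairs, counts differed by more than sampling noise, with a chi-square per degree of freedom of at least 8.75 and 8.24. The authors deposited raw counts, and the aligner, the counting program and any removal of mouse reads were not stated.

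The comparison of FLASH with CONV at the same dose addressed whether the dose rate changed expression, and whether it did so differently under different oxygen conditions. At 24 h, 0 of 14648 genes passed an adjusted p under 0.05 in edgeR's quasi-likelihood test under hypoxia, physioxia or hyperoxia. At an unadjusted p under 0.05 there were 1015, 216 and 389 genes, against 732.4 by chance. The alternative that moved these counts most was leaving out CONV hypoxia replicate 1, which gave 1 gene under hypoxia. The difference between FLASH and CONV was then compared across oxygen conditions. No gene passed for hypoxia against physioxia or for hyperoxia against physioxia (0 and 0), with 272 and 301 genes at an unadjusted p under 0.05. On simulated data for this table, 194 of 200 genes changed by 2 on the log2 scale were recovered, and smaller changes were not simulated. The simulated genes varied independently and the changed ones had a mean count of at least 50, so recovery in the real tumours may be lower.

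In late tumours, FLASH and CONV differed in 0 of 14882 genes under hypoxia, with 2180 at an unadjusted p under 0.05 against 744.1 by chance. Without FLASH hypoxia replicate 3 this count was 1306, and leaving out any other tumour gave fewer. DESeq2 gave 112 genes, and 723 passed with the trend on transcript length and GC content removed. Under physioxia 13 genes passed, 1 higher and 12 lower after FLASH, and none of them met the naming rule. Leaving out CONV physioxia replicate 3 reduced this count to 0, and leaving out CONV physioxia replicate 2 raised it to 23. Under hyperoxia 2 genes passed, both higher after FLASH, and they were looked up after their values had been seen. SPINK1 (Entrez 6690) measured 22.6 ± 34.2 CPM (SD, n = 3) after FLASH and 0.374 ± 0.454 CPM (n = 4) after CONV, with an edgeR adjusted p of 0.00646. Single FLASH tumours ran from 0.274 to 62.1 CPM, so the groups overlapped. ARHGEF4 (Entrez 50649) measured 6.52 ± 11.2 CPM after FLASH, from 0 to 19.4 CPM, and at most 3 counts in any CONV tumour, with an adjusted p of 0.00646. DESeq2 called 9 genes in this comparison, and neither SPINK1 nor ARHGEF4 was among them. With only the compared groups fitted, or with the replicate number as a factor, 0 genes passed. Leaving out CONV hyperoxia replicate 2 gave 0 genes, whereas leaving out FLASH hyperoxia replicate 2 gave 3748. The interaction with oxygen gave 0 genes for hypoxia and 0 for hyperoxia, each against physioxia, with 993 and 1175 at an unadjusted p under 0.05. Without FLASH hypoxia replicate 3 the former was 62, and without FLASH hyperoxia replicate 2 the latter was 7.

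Irradiated tumours were compared with untreated tumours of the same oxygen condition to find the response to each dose rate. At 24 h after CONV, 37 genes passed under hypoxia (22 higher and 15 lower), 33 under physioxia (28 higher and 5 lower) and 207 under hyperoxia (109 higher and 98 lower). At 24 h after FLASH, 2480 genes passed under hypoxia (1175 higher and 1305 lower), 42 under physioxia (27 higher and 15 lower) and 81 under hyperoxia (52 higher and 29 lower). The alternative that moved this family by most genes was leaving out FLASH hypoxia replicate 2, which gave 168 genes for FLASH under hypoxia. That count rose to 3771 without No-RT hypoxia replicate 3. Fitting only the compared groups gave 243, 0 and 6 genes for CONV and 3428, 8 and 9 for FLASH under hypoxia, physioxia and hyperoxia. The CONV counts fell to 10 without No-RT hypoxia replicate 1, to 7 without CONV physioxia replicate 3 and to 55 without No-RT hyperoxia replicate 2. The hyperoxia counts rose to 502 after CONV and 282 after FLASH without No-RT hyperoxia replicate 3. The FLASH counts fell to 6 under physioxia without No-RT physioxia replicate 2 and to 23 under hyperoxia without No-RT hyperoxia replicate 2. The larger count for FLASH than for CONV under hypoxia was not a tested difference, and the direct comparison of the dose rates gave 0 genes. DESeq2 returned a smaller share of higher genes among its calls in 5 of these comparisons. The share went from 59.5% to 44.5% for CONV under hypoxia, from 84.8% to 60.3% under physioxia and from 52.7% to 41.1% under hyperoxia. For FLASH it went from 64.3% to 48.6% under physioxia and from 64.2% to 43.2% under hyperoxia. With each sample's trend on transcript length and GC content removed, an alternative added after the counts had been seen, the share for CONV under hypoxia was 32.1% of 84 genes. The share for FLASH under hypoxia was 37.4% of 2551 genes, against 47.4%.

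**Figure D1:**
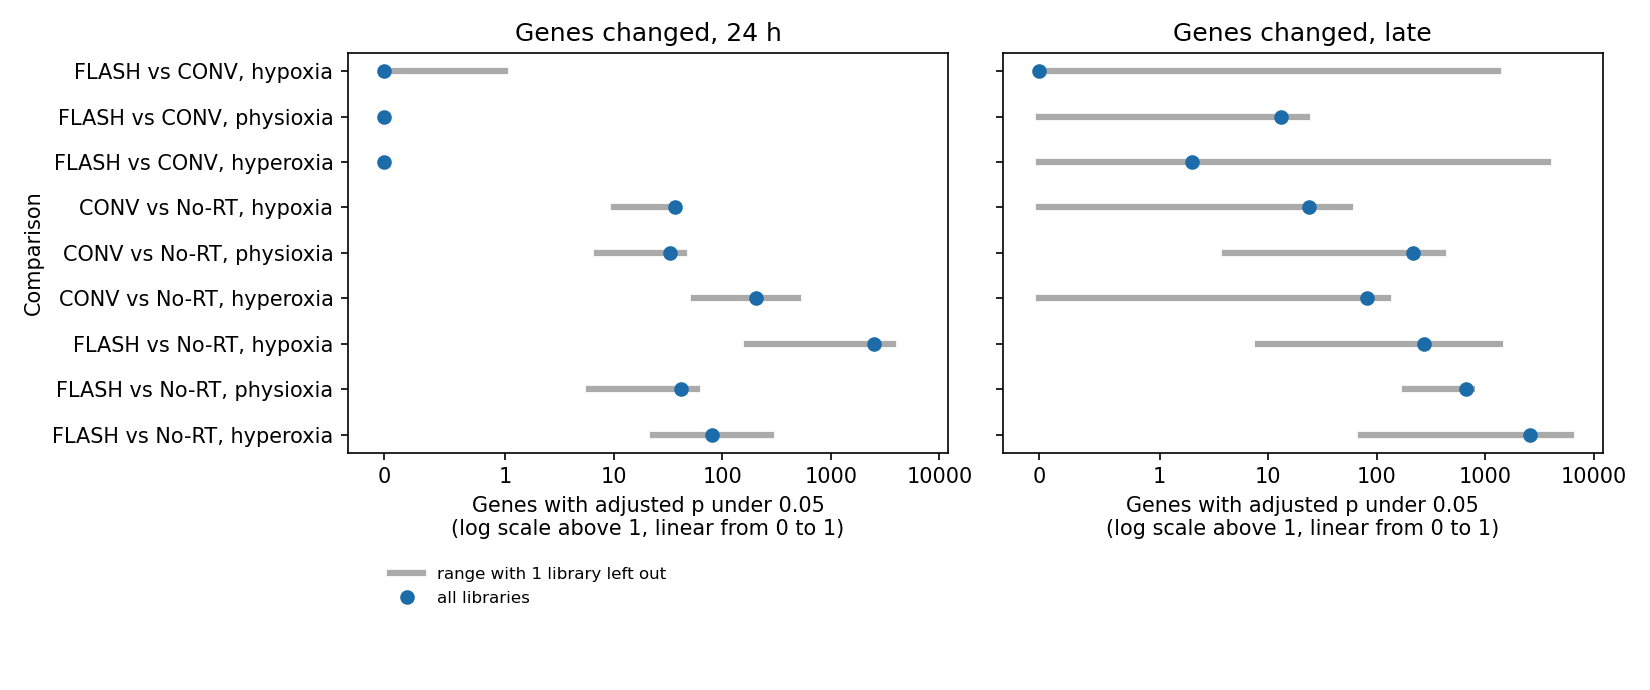
Number of genes with an adjusted p under 0.05 (horizontal axis, log scale above 1) in each comparison at 24 h and in late tumours, as points for all libraries and grey bars for the range over fits that each left out 1 library. FLASH against CONV gave 0 genes in each oxygen condition at 24 h, and the bar for FLASH against No-RT under hypoxia at 24 h spans 168 to 3771 genes.

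The p53 target CDKN1A (Entrez 1026), which encodes an inhibitor of the cell cycle, was higher than in untreated tumours in all 6 comparisons at 24 h. The 23 irradiated tumours ranged from 381.2 to 1005 CPM and the 12 untreated tumours from 130.2 to 263 CPM, without overlap. Under hypoxia CDKN1A measured 180 ± 30.1 CPM untreated, 445 ± 34.8 CPM after CONV and 514 ± 42.1 CPM after FLASH (SD, n = 4 each). The log2 fold changes were 1.30 (SE 0.222, edgeR adjusted p 0.00457) for CONV and 1.51 (SE 0.223, adjusted p 0.000361) for FLASH. Under physioxia it measured 199 ± 19.8 CPM untreated, 606 ± 293 CPM after CONV (n = 3) and 461 ± 71.5 CPM after FLASH. The log2 fold changes there were 1.61 (SE 0.236, adjusted p 0.000472) and 1.21 (SE 0.222, adjusted p 0.00966). Under hyperoxia it measured 194 ± 54.5 CPM untreated, 827 ± 190 CPM after CONV and 704 ± 202 CPM after FLASH. These were log2 fold changes of 2.09 (SE 0.227, adjusted p 3.01e-06) and 1.86 (SE 0.226, adjusted p 3.96e-05). The FLASH call under physioxia was lost without No-RT physioxia replicate 2 (adjusted p 0.0754), No-RT physioxia replicate 3 (0.0563) or FLASH physioxia replicate 1 (0.0889). Over its alternatives the adjusted p ran from 0.000131 to 0.0889. The CONV call under physioxia was lost when only the compared groups were fitted (adjusted p 0.203, range over its alternatives 1.14e-07 to 0.203). In late tumours no irradiated group differed from its control in CDKN1A, with adjusted p from 0.17 to 0.973.

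**Figure D2:**
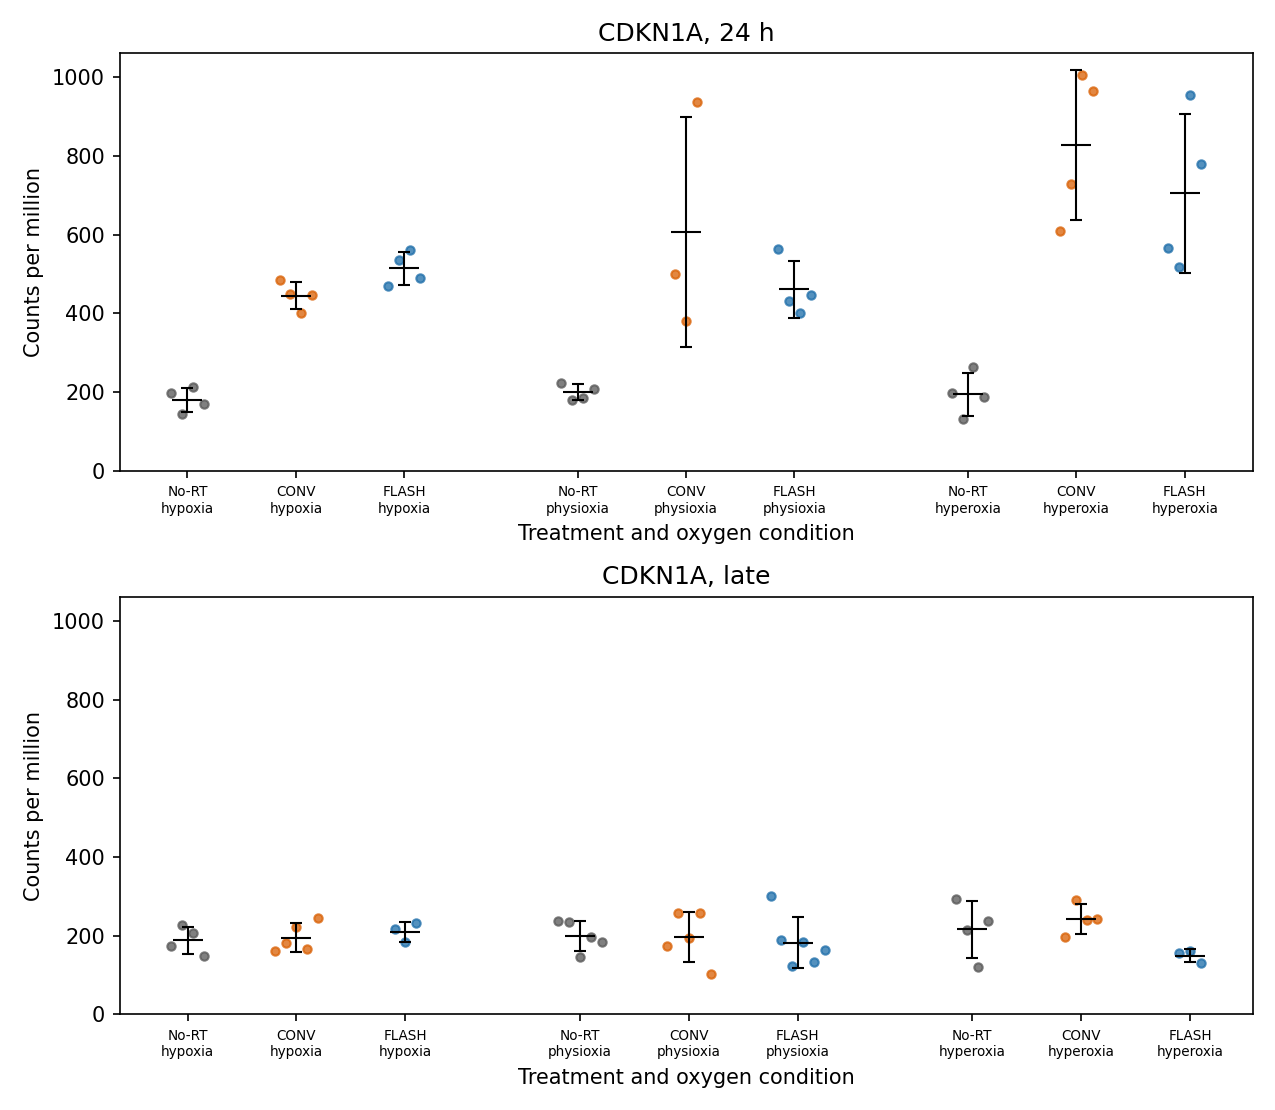
CDKN1A in CPM (vertical axis) for each tumour at 24 h and late, by treatment and oxygen condition, where points are tumours and black marks give the mean and SD of a group. At 24 h the irradiated tumours lie at 381.2 CPM or more and the untreated tumours at 263 CPM or less, and late groups overlap.

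The other panel genes followed at 24 h with smaller or more variable differences. MDM2 (Entrez 4193), which encodes a negative regulator of p53, rose by 0.92, 0.94 and 1.16 on the log2 scale after CONV under hypoxia, physioxia and hyperoxia, with adjusted p of 0.00401, 0.00417 and 3.21e-05. After FLASH it rose by 0.79, 0.65 and 1.09, with adjusted p of 0.00337, 0.0531 and 1e-04, so the physioxia value did not pass. It passed with RLE normalization factors (0.0485), with only the compared groups fitted (0.0428) and in DESeq2 (0.0114). The CONV call for MDM2 under physioxia was lost without CONV physioxia replicate 3 (adjusted p 0.0755). With only the compared groups fitted, MDM2 had an adjusted p of 0.138 for CONV under physioxia and of 0.178 for CONV and 0.0501 for FLASH under hyperoxia. GDF15 (Entrez 9518) rose past the threshold after CONV under hyperoxia (log2 fold change 2.59, adjusted p 2.54e-05) and after FLASH under hypoxia (1.63, 0.00486) and hyperoxia (2.19, 0.000303). Proliferation genes fell in 3 tests that passed. TOP2A (Entrez 7153) decreased by 1.80 on the log2 scale after FLASH under hypoxia (adjusted p 0.00595) and showed a log2 fold change of -1.64 after CONV under hyperoxia (adjusted p 0.0204). The latter call was lost in 5 fits that left out 1 tumour, with the highest adjusted p, 0.107, without No-RT hyperoxia replicate 2, and when only the compared groups were fitted (0.288). MKI67 (Entrez 4288) decreased by 1.80 after FLASH under hypoxia (adjusted p 0.0237). That call was lost in 5 fits that left out 1 tumour, and without FLASH hypoxia replicate 2 the adjusted p was 0.107. VEGFA (Entrez 7422) rose by 1.81 in the same comparison (adjusted p 0.0324), which became 0.145 without FLASH hypoxia replicate 2 and was over 0.05 in 3 other such fits. CA9 (Entrez 768) rose by 1.55 there and did not pass (adjusted p 0.084). It passed with only the compared groups fitted (0.0318) and without No-RT hypoxia replicate 3 (0.0184), with up to 0.211 over its alternatives. Other panel results that did not pass did so in some alternatives. Among them was MKI67 after CONV under hyperoxia (adjusted p 0.0576), which passed in 4 alternatives and had up to 0.403. Adjusted over the list alone, the 7 panel genes gave 14 calls in the 3 CONV comparisons and 17 in the 3 FLASH comparisons at 24 h, against 8 and 10 when adjusted over all genes tested. Of these 10 calls after FLASH, 6 were under hypoxia. In late tumours the panel gave 0 calls over all genes in either arm, and adjusted over the list alone it gave 0 for CONV and 1 for FLASH, the MDM2 decrease under physioxia. That decrease was -0.43 on the log2 scale, with an adjusted p over all genes of 0.0507.

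Among the genes chosen by the naming rule at 24 h, the largest rise after CONV under hypoxia and physioxia was in VWCE (Entrez 220001), and this gene was also among the largest under hyperoxia. VWCE measured 3.05 ± 0.549 CPM untreated and 18.6 ± 6.98 CPM after CONV under hyperoxia (n = 4 each), a log2 fold change of 2.62 (SE 0.337, edgeR adjusted p 2.45e-05), and this call held in each alternative. Under physioxia its log2 fold change was 2.05 (adjusted p 0.00355), which became 0.122 without CONV physioxia replicate 3 and 0.282 with only the compared groups fitted. Under hypoxia it was 1.75 (adjusted p 0.0273). This call was lost in 5 fits that left out 1 tumour, with the highest adjusted p, 0.159, without No-RT hypoxia replicate 1. The largest fall after FLASH under hypoxia was in CENPA (Entrez 1058), from 17.0 ± 4.15 CPM to 2.98 ± 1.34 CPM (n = 4 each), a log2 fold change of -2.52 (SE 0.442, adjusted p 0.00168) that held in each alternative. CENPA was also the largest fall after CONV under hypoxia (-1.92, adjusted p 0.0392), a call that was lost in 7 fits that left out 1 tumour, with the highest adjusted p, 0.24, without CONV hypoxia replicate 2. The largest rise after FLASH under hypoxia was in PDGFB (Entrez 5155), with 3.41 (adjusted p 0.0329), and this call was lost in 5 such fits, with the highest, 0.144, without FLASH hypoxia replicate 2. After CENPA the largest fall after FLASH was in CDKN3 (Entrez 1033), with -2.37 (adjusted p 0.0144), which became 0.0821 without FLASH hypoxia replicate 2. Under hyperoxia the largest rise was in LY6D (Entrez 8581) after CONV (3.57, adjusted p 0.00193). The largest fall there was in KIF20A (Entrez 10112) after CONV (-2.22, adjusted p 0.00445) and after FLASH (-2.25, adjusted p 0.00732). The latter became 0.0604 without FLASH hyperoxia replicate 4. When only the compared groups were fitted, the CONV calls of LY6D and KIF20A had an adjusted p of 0.0888 and the FLASH call of KIF20A one of 0.0501. Of 34 results chosen by the rule at both times, 5 held in each alternative, and none changed direction in any of the 518 alternative fits. The rule chose genes whose group ranges did not overlap, which nearly fixed the direction in advance.

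The responses to FLASH and CONV shared the same untreated tumours, so their fold changes correlate without any effect. Across genes at 24 h the correlation of the fold changes was 0.835 under hypoxia, 0.775 under physioxia and 0.726 under hyperoxia. In 50 simulations of unchanged groups against the same controls the median was 0.506, 0.506 and 0.455, and 2, 3 and 8 simulations reached the observed value. Genes are not independent replicates. The dose rates shared 36, 21 and 69 changed genes, each changed in the same direction, where the simulations shared a median of 0 and at most 0, 620 and 5. In late tumours the correlations were 0.489, 0.827 and 0.717, the simulated medians 0.547, 0.528 and 0.481, and the simulations as large 32, 2 and 8 of 50. Late shared genes numbered 11, 144 and 56, each in the same direction. The simulations there shared a median of 0 and at most 291, 1390 and 2.

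The series text placed late tumours 1 week after recurrence, and when untreated late tumours were taken was not stated. Late differences from untreated tumours may therefore reflect the time of sampling as well as the treatment. Late CONV tumours differed from untreated ones in 24 genes under hypoxia (18 higher and 6 lower), 214 under physioxia (96 higher and 118 lower) and 81 under hyperoxia (59 higher and 22 lower). Late FLASH tumours differed in 271 genes under hypoxia (187 higher and 84 lower), 668 under physioxia (368 higher and 300 lower) and 2585 under hyperoxia (2062 higher and 523 lower). The alternative that moved this family by most genes was leaving out FLASH hyperoxia replicate 2, which gave 6200 for FLASH under hyperoxia. Fitting only the compared groups gave 0 genes for FLASH under hypoxia and hyperoxia. With the trend on transcript length and GC content removed, the late FLASH counts were 791, 1140 and 1827 under hypoxia, physioxia and hyperoxia. The share of higher genes under hyperoxia then fell from 79.8% to 62%, and under hypoxia it rose from 69% to 79.4%. For late CONV it went from 75% to 60.4% under hypoxia and from 72.8% to 61.9% under hyperoxia. For late FLASH under physioxia it went from 55.1% to 45.6%. Leaving out other tumours also moved the counts. FLASH under hyperoxia gave 71 genes without FLASH hyperoxia replicate 3. FLASH under hypoxia gave 8 without No-RT hypoxia replicate 1 and 1371 without FLASH hypoxia replicate 3, and FLASH under physioxia gave 182 without No-RT physioxia replicate 4. CONV under physioxia gave 4 without CONV physioxia replicate 3 and 406 without No-RT physioxia replicate 3. CONV under hypoxia gave 0 without No-RT hypoxia replicate 3 and 57 without No-RT hypoxia replicate 4. CONV under hyperoxia gave 0 without No-RT hyperoxia replicate 1 and 126 without CONV hyperoxia replicate 1.

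Late genes chosen by the rule often had a wide spread between tumours. GCNT3 (Entrez 9245) measured 0.235 ± 0.229 CPM untreated (n = 5) and 7.30 ± 8.95 CPM after FLASH (n = 6) under physioxia, a log2 fold change of 4.92 (SE 0.942, edgeR adjusted p 0.00397). CACNG8 (Entrez 59283) fell from 10.1 ± 3.24 to 0.877 ± 0.814 CPM in the same comparison, a log2 fold change of -3.47 (SE 0.592, adjusted p 0.00218). IPCEF1 (Entrez 26034) fell from 34.7 ± 6.13 to 3.80 ± 2.78 CPM, a log2 fold change of -3.18 (SE 0.721, adjusted p 0.0132). These 3 calls held in each alternative. The largest rise in that comparison was in IL36RN (Entrez 26525), with 5.17 (adjusted p 0.0184). Its call was lost with the replicate number as a factor (0.122) and in 3 fits that left out 1 tumour (at most 0.0737). CACNG8 also fell after FLASH under hyperoxia (-4.90, adjusted p 0.00384), which became 0.0606 without FLASH hyperoxia replicate 3. The largest rises under hyperoxia were in BCL2A1 (Entrez 597) and SERPINB2 (Entrez 5055) after FLASH. Their log2 fold changes were 7.96 (adjusted p 0.00122) and 7.36 (adjusted p 0.000871). Without FLASH hyperoxia replicate 3 the adjusted p of BCL2A1 was 0.15, and fitting only the compared groups gave 0.114 for BCL2A1 and 0.0928 for SERPINB2 and CACNG8. SPATA31A3 (Entrez 727830) belongs to a family of near-identical genes, so its counts are uncertain. It was at or under 1 count in each CONV hyperoxia tumour and held 25 to 351 counts in the untreated ones. The edgeR adjusted p was 0.0243, from 0.000497 to 0.111 over its alternatives. The untreated mean, 9.14 CPM, was at least 50.8-fold above a floor of 3 counts. This bound holds for the mean, and the untreated tumour with 25 counts lay much nearer the floor. The SPATA31A3 call was lost in 5 fits that left out 1 tumour, among them the fit without No-RT hyperoxia replicate 1.

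Untreated tumours were compared between oxygen conditions as a background for the irradiated groups. At 24 h, 0 genes passed for hypoxia against physioxia and 0 for hyperoxia against physioxia, with 310 and 166 at an unadjusted p under 0.05. In late tumours the counts were 0 and 0, with 81 and 320 at an unadjusted p under 0.05. Without No-RT hyperoxia replicate 3 the late count for hyperoxia was 1. CA9 and VEGFA, which low oxygen induces, showed no difference past the threshold. How long a tumour was under its oxygen condition was not stated in the labels. At 24 h VEGFA measured 558 ± 399 CPM under hypoxia, 898 ± 396 CPM under physioxia and 1159 ± 609 CPM under hyperoxia (SD, n = 4 each). CA9 measured 141 ± 125, 222 ± 90.8 and 269 ± 213 CPM. The edgeR adjusted p of hypoxia against physioxia was 0.979 for both genes.

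The p53 target list held 36 tested genes, and its score was higher after irradiation in all 6 comparisons at 24 h. The score differed from untreated tumours by 0.58, 0.66 and 0.88 after CONV and by 0.61, 0.52 and 0.80 after FLASH under hypoxia, physioxia and hyperoxia. In each of these comparisons every irradiated tumour lay above every untreated tumour, and the exact two-sided permutation p was 0.0286, the smallest the group sizes allow. Between 30 and 36 of the 36 genes were higher. Adjusted over all genes tested, 43 single-gene calls were made over the 3 CONV comparisons and 48 over the 3 FLASH comparisons. Adjusted over the list alone, the calls numbered 79 and 75. In late tumours the score differed by -0.08 to 0.10, with a camera adjusted p from 0.213 to 0.947. Between FLASH and CONV at 24 h the score differed by 0.03 under hypoxia, -0.14 under physioxia and -0.07 under hyperoxia, with exact permutation p of 0.514, 0.4 and 0.6. Camera gave these differences an adjusted p of 0.468, 0.000225 and 0.0642, so it passed under physioxia, with a lower score after FLASH. Fry did not pass there (adjusted p 0.512).

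Scores of the other lists were compared in the same way. Mitosis scores changed after CONV by -1.15, -1.27 and -1.56 and after FLASH by -2.11, -1.22 and -1.33 under hypoxia, physioxia and hyperoxia at 24 h. The exact permutation p was 0.0286 under hypoxia and physioxia in both arms, 0.0857 for CONV under hyperoxia and 0.0571 for FLASH under hyperoxia. DNA replication scores changed by -0.91, -0.97 and -1.01 after CONV and by -1.43, -0.97 and -0.94 after FLASH, with the same permutation p-values. Hypoxia-induced genes were higher after FLASH under hypoxia by 1.47 (p 0.0286) and not separated in the other 5 comparisons with untreated tumours at 24 h, with p from 0.143 to 0.886. Interferon-stimulated genes differed by -0.03 to 0.08 at 24 h. In late tumours they were higher under physioxia by 0.42 after CONV (exact permutation p 0.0397) and 0.34 after FLASH (p 0.00216), and under hyperoxia by 0.34 and 0.44 (p 0.0286 each). Under hypoxia the late interferon scores differed by 0.25 after CONV (exact permutation p 0.0714) and -0.09 after FLASH (p 0.571). Because the sampling time of untreated late tumours was not stated, these late differences cannot be credited to irradiation alone. Late DNA replication scores differed by -0.46 after FLASH under hyperoxia (exact permutation p 0.0286). The other late scores of hypoxia-induced, mitosis and DNA replication genes against untreated tumours had p from 0.114 to 0.886. Of the 110 permutation tests, 21 had an unadjusted p under 0.05. None passed after adjustment over all of them, which the group sizes nearly ruled out at 24 h, where no test can give a p under 0.0286.

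**Figure D3:**
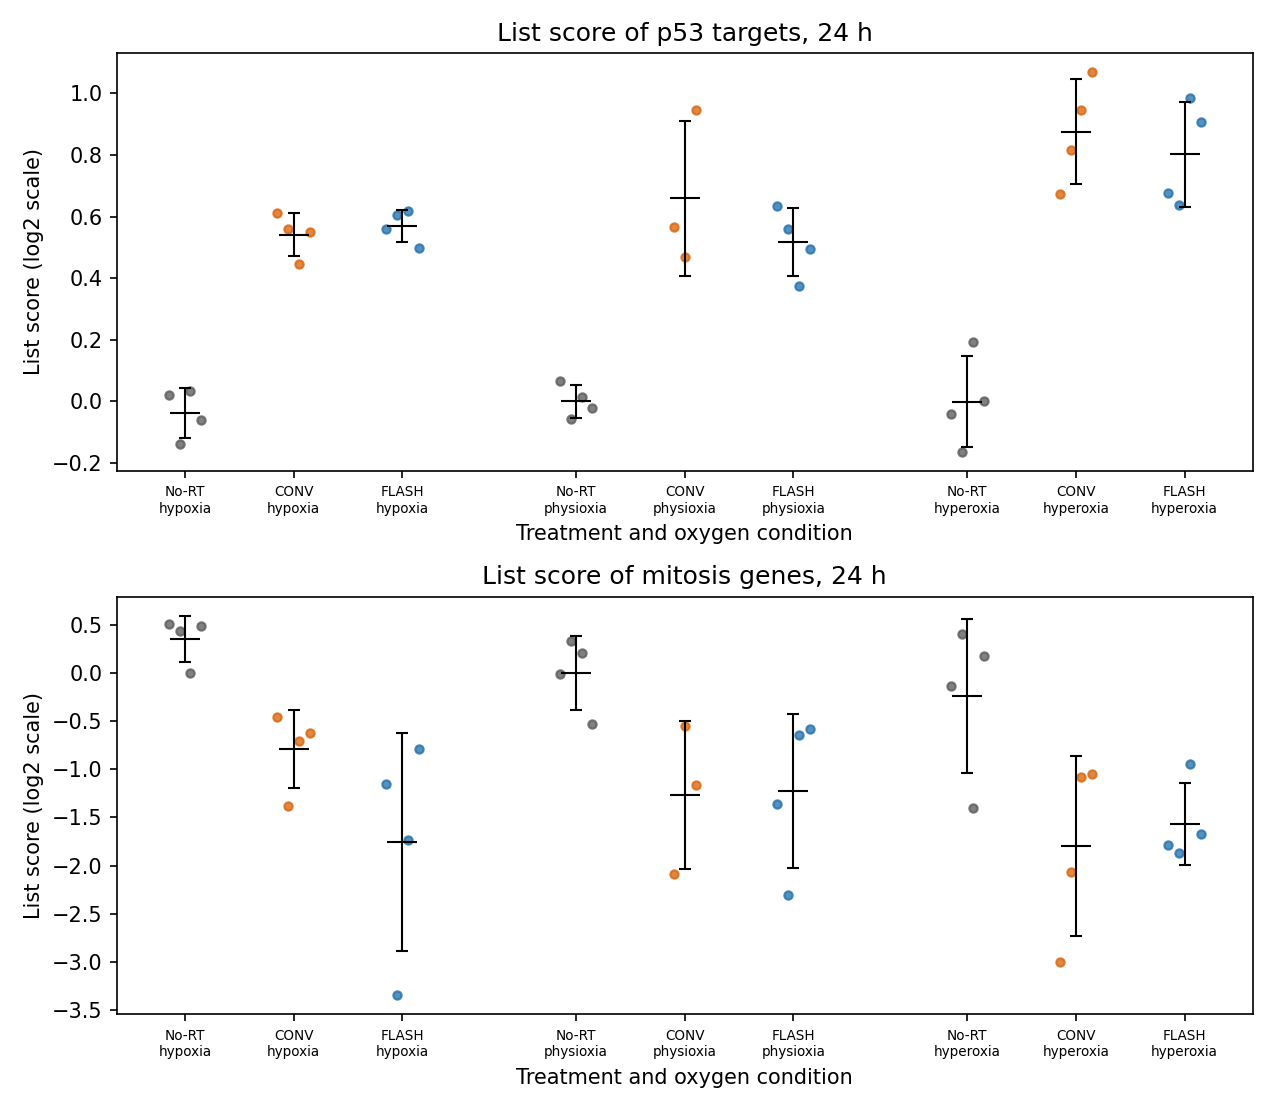
List scores of p53 targets and of mitosis genes at 24 h (vertical axes, log2 scale relative to the untreated physioxia mean) for each tumour by treatment and oxygen condition, with black marks for the mean and SD of a group. The p53 target score rose by 0.52 to 0.88 and the mitosis score changed by -2.11 to -1.15 after irradiation.

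Within the single-gene calls of these lists at 24 h, adjusted over the list alone, mitosis genes had 92 calls after CONV and 101 after FLASH, against 11 and 37 over all genes. DNA replication genes had 82 and 85, against 12 and 36. Hypoxia-induced genes had 0 and 30, against 0 and 15, and interferon-stimulated genes had 4 and 6, against 4 and 6. The calls after FLASH were not spread evenly over the oxygen conditions. Hypoxia alone gave all 30 and all 15 hypoxia-induced calls. Over all genes it also gave 35 of the 37 mitosis and 30 of the 36 DNA replication calls. Adjusted over the list alone, mitosis genes had 35, 32 and 34 calls after FLASH under hypoxia, physioxia and hyperoxia. In the 3 late FLASH comparisons the 5 lists had 9 (p53 targets), 6 (hypoxia-induced), 9 (mitosis), 4 (DNA replication) and 11 (interferon-stimulated) calls adjusted over the list alone, against 9, 7, 5, 5 and 10 over all genes. FLASH under hyperoxia alone gave 8, 6, 9, 4 and 5 of these calls adjusted over the list alone, and 8, 6, 5, 5 and 5 over all genes. The number of changed genes in that comparison depended on single libraries.

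The camera test passed an adjusted p under 0.05 in 49 of 110 list tests, 26 higher and 23 lower, with 37 at 24 h and 12 late. They were 7 of p53 targets, 13 of hypoxia-induced genes, 12 of mitosis genes, 13 of DNA replication genes and 4 of interferon-stimulated genes. Leaving out 1 tumour in turn moved this count between 41 and 55. Of these calls, 13 held under fry, namely 6 of p53 targets, 5 of DNA replication genes and 2 of mitosis genes. With an estimated correlation 5 held, all of p53 targets at 24 h, and these also held under fry. When the treatment and oxygen labels were shuffled, camera gave a median of 47 calls, so its count did not exceed that of shuffled labels. Between FLASH and CONV under hypoxia at 24 h, the scores after FLASH differed by 0.79 for hypoxia-induced genes, -0.96 for mitosis genes and -0.53 for DNA replication genes. Camera gave these an adjusted p of 2.85e-10, 1.71e-15 and 4.8e-08, whereas the exact permutation p was 0.0571, 0.143 and 0.143, so the tumours of the 2 dose rates overlapped.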

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

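The test of low depth by thinning, and the rule that left out 1 group whose libraries were all at the count floor, were chosen only after the results were seen. In each group of 4 to 6 tumours, the highest or lowest tumour was compared with the rest by Dixon's gap ratio, over the named genes, the list scores and the library totals. Of 247 groups and measures, 18 held a tumour that stood apart, 10 at 24 h and 8 late, where chance gives 12.4. The excess over chance is small, so single cases below need not mean anything. The 3 comparisons of treatments were also set side by side across oxygen conditions in 75 sets of values, and in 0 of them did all tumours move one way under 1 condition and the opposite way under another.

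In untreated tumours at 24 h, 6 values stood apart, given as log2 CPM or list scores. In No-RT hypoxia replicate 3, ARHGAP45 was 1 against -0.74 to -0.54 in the others, CENPA was 3.45 against 4.23 to 4.3, and the mitosis score was 0 against 0.43 to 0.5. ARHGAP45 (Entrez 23526) had been named for its rise after FLASH under hypoxia (log2 fold change 3.28, edgeR adjusted p 0.0427). In No-RT physioxia, GDF15 was 4.78 in replicate 1 against 4.28 to 4.34, and VEGFA was 10.54 in replicate 4 against 9.43 to 9.48. In No-RT hyperoxia replicate 3, TOP2A was 5.72 against 7.09 to 7.34. These control values bear on the counts of changed genes, since leaving out No-RT hypoxia replicate 3 raised the FLASH count under hypoxia from 2480 to 3771.

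In irradiated tumours at 24 h, 4 values stood apart. CDKN3 was 2.67 in FLASH hypoxia replicate 2 against 4.52 to 4.67, and MKI67 was 5.75 in CONV hypoxia replicate 2 against 6.44 to 6.57. The interferon score was -0.05 in FLASH hyperoxia replicate 2 against 0.12 to 0.14, and -0.08 in FLASH physioxia replicate 4 against 0.07 to 0.09. Without FLASH hypoxia replicate 2 the FLASH count under hypoxia was 168.

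In late tumours, 8 values stood apart. BCL2A1 was -0.27 in No-RT hyperoxia replicate 1 and -3.14, the value at 0 counts, in the other 3 tumours of that group. TUBA3C was -0.93 in No-RT hypoxia replicate 1 and -3.14 in the others. TUBA3C (Entrez 7278), whose copies are near-identical, had been named for its rise after CONV under hypoxia (log2 fold change 7.27, edgeR adjusted p 0.0133), and without No-RT hypoxia replicate 1 that call was lost (adjusted p 0.0746), as in 3 other fits that left out 1 tumour, with at most 0.148 without No-RT hypoxia replicate 3. CA9 was 4.51 in No-RT hyperoxia replicate 3 against 7.44 to 7.62. TOP2A was 5.95 in No-RT physioxia replicate 2 against 7.68 to 7.8. MKI67 was 6.96 in CONV hyperoxia replicate 1 against 8.34 to 8.42. The mitosis score was -0.1 in No-RT hyperoxia replicate 1 against 0.16 to 0.19. IPCEF1 was -3.14 in FLASH physioxia replicate 6 against 1.64 to 3.12, so this tumour had no counts of a gene that the others of its group had. The library total was 11.38 M in CONV hypoxia replicate 4 against 17.96 to 18.46 M.

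Technical explanations were weighed for the set as a whole. The tumour that stood apart had the lowest total of its group in 9 of 18 cases, among them the low library total itself, where this holds by construction. When every library was thinned to the smallest total of its table, 16 of the 17 values other than the library total still stood apart, which argues against low depth for these. With each sample's trend on transcript length and GC content removed, 11 of the same 17 stayed, which argues against that trend for those 11 and leaves it open for the others. ARHGAP45 in No-RT hypoxia replicate 3 no longer stood apart under either correction. Most of the remaining values may reflect differences between single tumours, such as the fraction of dividing or poorly oxygenated cells. The labels give no group within replicates, so no biological explanation was tested.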

How the results depend on the processing

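Counts of changed genes moved most often when single tumours were left out, only the compared groups were fitted or DESeq2 replaced edgeR, whereas RLE normalization factors moved 0 of 26 by more than 1.5 times. RLE also shifted the median log2 fold change of all genes by at most 0.037. The tests chosen only after the results were seen were the permutation of list scores, the removal of the trend on transcript length and GC content, and thinning. None of the 66 results of named genes that were run under the alternatives reversed direction. For the 34 chosen by the rule, group ranges without overlap nearly fixed this in advance. The balance of higher and lower genes did change sides for some comparisons. Under DESeq2 the share of higher genes at 24 h went from 59.5% to 44.5% and from 52.7% to 41.1% for CONV under hypoxia and hyperoxia, and from 64.3% to 48.6% and from 64.2% to 43.2% for FLASH under physioxia and hyperoxia. Under RLE the share for CONV under hyperoxia was 49.8%.

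Across fits that each left out 1 tumour, 109 of 249 counts moved. At 24 h, FLASH against CONV ranged from 0 to 1 under hypoxia and stayed at 0 under physioxia and hyperoxia. CONV against untreated tumours ranged from 10 to 39 under hypoxia, 7 to 45 under physioxia and 55 to 502 under hyperoxia. FLASH against untreated tumours ranged from 168 to 3771 under hypoxia, 6 to 59 under physioxia and 23 to 282 under hyperoxia. In late tumours, FLASH against CONV ranged from 0 to 1306 under hypoxia, 0 to 23 under physioxia and 0 to 3748 under hyperoxia. CONV against untreated tumours ranged from 0 to 57, 4 to 406 and 0 to 126. FLASH against untreated tumours ranged from 8 to 1371, 182 to 760 and 71 to 6200. Untreated hyperoxia against physioxia ranged from 0 to 1, and the late interactions from 0 to 62 for hypoxia and 0 to 7 for hyperoxia. Each such fit has 1 tumour fewer, which accounts for part of the falls by construction, and the cause was not tested further.

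With only the compared groups in the fit, 13 of 26 counts moved. At 24 h CONV gave 243 genes under hypoxia, 0 under physioxia and 6 under hyperoxia, and FLASH gave 8 under physioxia and 9 under hyperoxia. Late CONV gave 41, 5 and 751 under hypoxia, physioxia and hyperoxia, and late FLASH gave 0, 194 and 0. Late FLASH against CONV gave 0 under physioxia and 0 under hyperoxia. This setting estimates the spread from fewer tumours. On simulated data it recovered 191 of 200 genes at 24 h against 194, and 146 late against 168, losses smaller than these falls. The simulated genes varied independently, unlike those of the tumours, so this does not show how much the setting loses in the real tables. The cause of the falls was not tested.

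DESeq2 moved 13 of 26 counts and raised most. At 24 h CONV gave 110, 73 and 370 genes under hypoxia, physioxia and hyperoxia, and FLASH gave 138 under physioxia and 183 under hyperoxia. Late CONV gave 66, 384 and 272, late FLASH gave 597 under hypoxia, and late FLASH against CONV gave 112, 0 and 9. The late interaction for hyperoxia gave 1 gene. DESeq2 called 18 unchanged genes at 24 h and 34 late on simulated data, against 8 and 11 for edgeR, and the cause of the differences was not tested. Without the filter on low counts, FLASH under physioxia at 24 h gave 18 genes, late FLASH under hypoxia 164 and late CONV under hypoxia 4. Late FLASH against CONV then gave 2 under hypoxia and 29 under physioxia, and the late interaction for hyperoxia 1. More genes tested lower the adjusted significance of each, but the cause of the rises was not tested.

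The replicate number as a block moved 6 of 26 counts. FLASH under physioxia at 24 h gave 25 genes. Late FLASH against CONV gave 0 under physioxia and 0 under hyperoxia, late CONV under hyperoxia gave 230, and late FLASH gave 171 under hypoxia and 297 under physioxia. The numbers did not pair the tumours. Deviations of same-numbered tumours correlated with a mean r of 0.006 over 136 pairs at 24 h and 0.013 over 135 pairs late, against -0.001 and -0.002 for other pairs, and 38.2% and 28.1% of the pairs exceeded 0.1, against 37.5% and 30.2%.

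The 49 camera calls became 13 under fry and 5 with an estimated correlation, and ranged from 41 to 55 over 74 fits that left out 1 tumour. Exact permutation with adjustment gave 0, but with a smallest p of 0.0286 at 24 h this was nearly fixed by the group sizes and says nothing about single lists. Among 66 results of named genes, only the compared groups made 24 weaker and 5 stronger, DESeq2 made 1 weaker and 5 stronger, the block made 3 weaker and 1 stronger, the removal of the length and GC trend made 2 weaker, and thinning changed 0. Of 531 such results with 1 tumour left out, 122 were weaker and 6 stronger. CDKN1A at 24 h kept its call in all alternatives in 4 of 6 comparisons and lost it in 4 of 89 alternative fits. At an adjusted p under 0.01 the genes shared by both dose rates numbered 9, 6 and 25 at 24 h and 0, 3 and 0 late.

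With the trend on transcript length and GC content removed, 8 of 26 counts moved. At 24 h CONV under hypoxia gave 84 genes and FLASH under physioxia 19. Late CONV gave 48 under hypoxia and 367 under physioxia, late FLASH gave 791 under hypoxia and 1140 under physioxia, late FLASH against CONV gave 723 under hypoxia, and the late interaction for hyperoxia gave 1. These counts were not set against regroupings of the tumours, and the cause of the changes was not tested further. Thinning to the smallest total moved 1 of 26 counts, late FLASH against CONV under physioxia, from 13 to 5 genes.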

Other observations

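The tests chosen only after the results were seen were the splits at 24 h, the shuffles for the list tests, the erythroid markers, the counts expected of silent genes, the sharing of silent genes between tumours, the fit without FLASH hyperoxia replicate 3, the count of silent genes at 24 h and the relation with mitochondrial share regressed out. The link between hypoxia-induced and mitosis genes was noticed in a principal component of the 24 h table, and the silent genes in on-off patterns among late named genes, so both were found and tested on the same data.

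For each comparison, the tumours were regrouped into sets of the same sizes and refitted. FLASH against CONV gave 0 genes at 24 h, so each of the 35 splits gave as many, under hypoxia (35), physioxia (35) and hyperoxia (35). Under hyperoxia 1 other split gave 3344. Against untreated tumours at 24 h, 1 of 35 splits (the real one) gave as many genes for CONV under hypoxia, 1 of 35 for CONV under physioxia, 1 of 35 for FLASH under hypoxia and 1 of 35 for FLASH under physioxia. Under hyperoxia 3 of 35 splits gave as many for CONV and 2 of 35 for FLASH, so the counts of 207 and 81 were not rarer than 0.05 among regroupings. The oxygen comparisons of untreated tumours gave 0 genes, and 35 of 35 splits gave as many for hypoxia and 35 of 35 for hyperoxia. The interactions gave 0 genes and 50 of 50 shuffles gave as many in each.

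Late tumours were regrouped in the same way. FLASH against CONV gave as many genes in 56 of 56 splits under hypoxia, 33 of 100 under physioxia and 9 of 35 under hyperoxia, where another split reached 4978. CONV against untreated tumours gave as many in 5 of 100 splits under hypoxia, 1 of 100 under physioxia and 1 of 35 under hyperoxia. FLASH against untreated tumours gave as many in 1 of 35 splits under hypoxia, 1 of 100 under physioxia and 3 of 35 under hyperoxia, where another split reached 3037. The late oxygen comparisons gave as many in 100 of 100 splits each, and the interactions in 50 of 50 shuffles each. The counts of 24 for CONV under hypoxia and 2585 for FLASH under hyperoxia were therefore not rarer than 0.05 among regroupings.

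Shuffled labels were also put through the list tests. Camera gave 49 or more calls in 44 of 100 label sets, the real one included, with a median of 47 and a maximum of 62. The shuffled groups mixed irradiated and untreated tumours, so effects of irradiation stayed in the data and could add to the shuffled calls. The shuffles therefore do not by themselves show that the preset correlation of 0.01 fails for these lists. The count of 49 alone cannot be taken as evidence of an effect of treatment. Fry gave 13 calls, which only the real labels reached (1 of 100, shuffled maximum 5). For p53 targets fry gave 6 calls, again in 1 of 100 sets, with a shuffled maximum of 1. For DNA replication genes it gave 5 calls, in 1 of 100 sets with a shuffled maximum of 3, and for mitosis genes 2 calls, in 2 of 100 sets. The p53 targets differ from these in that camera with an estimated correlation also passed in 5 of their 6 comparisons at 24 h, all but FLASH under hypoxia. The exact permutation of scores does not single them out under hypoxia and physioxia, where mitosis and DNA replication scores reached the same p of 0.0286. Under hyperoxia only p53 targets reached it, and mitosis and DNA replication scores had 0.0857 for CONV and 0.0571 for FLASH.

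Within groups at 24 h, tumours with a higher score of hypoxia-induced genes had a lower score of mitosis genes. Pearson's r of the deviations from the group means was -0.813 and Spearman's rho -0.834 over 35 tumours (permutation p 1e-05 for both, the smallest that the resamples give; adjusted p 2.4e-05 over 12 relations). Without the 2 tumours farthest from the median, r was -0.77. Late tumours gave an r of -0.669 over 39 tumours (permutation p 1e-05, adjusted p 2.4e-05). The relation held at -0.81 with the length and GC trend removed. The hypoxia score was unrelated to the total count at 24 h (r -0.06) and was related to the mitochondrial share of counts (r -0.6), but with that share regressed out of both scores r was -0.72. These values argue against a length or GC trend, depth and mitochondrial share as the whole cause. In the late table the hypoxia score was related to the total count (r 0.434, permutation p 0.00645), so depth remains open there. A candidate explanation is that tumours differ in how well oxygenated they were when sampled, whatever the treatment, and that poorly oxygenated tumours divide less. The labels give no oxygen measurement per tumour, so this stays a hypothesis.

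That axis bears on the 2480 genes of FLASH under hypoxia at 24 h, the largest count of that table. In this comparison the hypoxia-induced score was -0.61 in untreated tumours and 0.86 after FLASH, although all belonged to hypoxia groups. The samples' short names call this condition Clamp, but the labels do not state how long it lasted, so the score at 24 h need not follow the group. With the hypoxia-induced score as a covariate the count fell to 121, of which 86 were among the 2480. The other responses rose with the same covariate, to 103, 121 and 932 for CONV under hypoxia, physioxia and hyperoxia and to 89 and 415 for FLASH under physioxia and hyperoxia. CDKN1A stayed past the threshold in all 6. The large count may therefore reflect where these 8 tumours lay on the axis more than the dose rate, but an effect of FLASH on oxygenation or division would move the score as well, and the covariate removes both. The technical tests argue against a length and GC trend, depth or the genes with most counts as the cause. With the length and GC trend removed the count was 2551 (955 higher and 1596 lower), of which 1747 were among the 2480. It was 2269 with libraries thinned to 12.86 M, and 2528 without the 20 genes with most counts. Erythroid markers summed to at most 0.207 CPM in any 24 h library, which argues against RNA of red blood cells among the counts. White blood cells stay open, since the myeloid sum, 1260 ± 87.8 CPM after FLASH and 1160 ± 198 CPM untreated (SD, n = 4 each), does not separate host from tumour RNA. Skeletal muscle markers summed to 20.1 ± 6.61 CPM after FLASH and 8.24 ± 6.09 CPM untreated. Only 1 of the 7 muscle markers passed the filter, and TNNT3 alone reached 27.8 CPM where the sum reached 28.1 CPM. The muscle sum is thus mostly 1 gene and is no evidence of host muscle, which stays open. Endothelial and keratinocyte sums were lower after FLASH.

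The late count of 2585 for FLASH under hyperoxia depended on single libraries and on the fit. Without FLASH hyperoxia replicate 3 it was 71, and without FLASH hyperoxia replicate 2 it was 6200. With only the compared groups fitted it was 0. Replicate 3 had the lowest TMM factor, 0.668, and the largest trend on length and GC, with an SD of 0.95 against a median of 0.17. With such trends removed the count was 1827, of which 1321 were among the 2585, so the trend was not the whole cause of the count. The balance of directions moved with it, from 2062 higher and 523 lower to 1133 higher and 694 lower. The count was 2613 after thinning and 2630 without the 20 genes with most counts, and erythroid markers reached 0.0585 CPM. RNA of other host cells stays open. Skeletal muscle markers summed to 6.19 ± 4.46 CPM after FLASH (SD, n = 3) and 20.9 ± 12.9 CPM untreated (n = 4). Keratinocyte markers summed to 42.9 ± 30.5 CPM and 16.2 ± 3.13 CPM. At their highest in the late table these sums were almost all TNNT3 and KRT10, so they say little about the 2 cell types. A candidate explanation is that replicate 3 differs from the other 2 of its group as a whole, and the labels do not say why. The rise to 6200 without replicate 2, a fit that keeps replicate 3, goes against it, so the explanation stays open.

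Host markers were summed because mouse reads were not stated to have been removed. The highest sums in any library at 24 h and late were 42.7 and 56.8 CPM for endothelial markers, with TEK highest, and 1630 and 3760 CPM for myeloid markers, with CD74 highest. They were 28.1 and 58.6 CPM for skeletal muscle (TNNT3 highest), 31.8 and 74 CPM for keratinocytes (KRT10 highest), and 0.207 and 0.0585 CPM for erythroid markers. TNNT3 alone reached 27.8 and 57.7 CPM and KRT10 alone 31.6 and 73.7 CPM, so these 2 sums rest mostly on 1 gene each. CD74 ran from 453 to 1010 CPM at 24 h and from 35.9 to 3300 CPM late. Whether the tumour cells themselves express CD74 was not tested, so its level does not separate host from tumour RNA. In the late table the myeloid sum was 1070 ± 652 CPM (SD, n = 3) after FLASH and 3120 ± 425 CPM (n = 4) untreated under hyperoxia.

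Some genes that every untreated late tumour expressed were absent from single irradiated late tumours. A gene counted as silent in a tumour when it had at most 3 counts there and at least 50 counts in each of the untreated tumours it was set against. An untreated tumour was set against the other 12, and an irradiated tumour against each set of 12 of the 13 in turn, with the counts averaged. Irradiated late tumours had 6.17 ± 12.8 silent genes (SD, n = 26, median 0.08), and up to 41.38 in FLASH physioxia replicate 6. Untreated ones had 0.154 ± 0.555 (n = 13) and at most 2. The two-sided permutation p was 0.0778 (adjusted p 0.344 over 8 tests), and 0.0861 with libraries thinned to the same depth, where irradiated tumours had 4.36 silent genes on average and up to 30.77. At least 1 silent gene was found in 9 of 26 irradiated and 1 of 13 untreated tumours (Fisher's exact p 0.12). Besides FLASH physioxia replicate 6, the highest numbers were in FLASH hypoxia replicates 2 (40.08) and 1 (32.62) and FLASH hyperoxia replicate 3 (20.92). The highest number after CONV was 16.54, in CONV hypoxia replicate 4. Other FLASH tumours had 0, such as FLASH hypoxia replicate 3, and the dose rates were not compared in a test. Of 10513 eligible genes, 111 were silent in at least 1 irradiated tumour and 24 in at least 2. CACNG8 and ZNF423 were silent in 6 tumours each, and ADD2, FXYD6 and SLC24A3 in 4 each, chosen after their values were seen. In 10000 draws of random sets of the same sizes from the eligible genes, at most 5 genes fell in 2 or more tumours, which argues against an independent loss of random genes in each tumour. The reverse measure, genes with at least 50 counts in a tumour and at most 3 in each untreated one it was set against, averaged 2.6 ± 10.3 in irradiated late tumours and 0 in untreated ones (permutation p 0.313). It was 52.69 in CONV physioxia replicate 3, without which the late CONV count under physioxia fell from 214 to 4. At 24 h the highest number of silent genes in any irradiated tumour was 0, so no tumour as a whole had lost such a gene by then. Loss in a part of the cells could not show, because a gene counted as silent only at 3 counts or fewer in bulk. Whether irradiation itself silenced genes in some cells is therefore not decided. Depth is argued against. In the 152 cases of a silent gene in an irradiated tumour, the count expected from the gene's lowest untreated level and the normalized library size was at least 31.7, against at most 3 counts found. Late tumours may have regrown from few surviving cells, but that would have to account for the same genes recurring, and with a permutation p of 0.0778 a higher number after irradiation cannot be told apart from no effect. A difference in sampling time from the untreated late tumours, whose time was not stated, could not be separated from irradiation either. That the explanation by regrowth stays open was decided after the values were seen.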
